A study of Mus musculus with 16 samples.

How the data were processed

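RNA levels were measured in adrenal glands of 16 mice aged 4 weeks, in 4 groups of 4: female and male, control and Rspo1 gain-of-function (GOF). Per the labels, total RNA was extracted on columns, RNA with an integrity number of at least 7.0 went into NEBNext Ultra libraries, and a company sequenced them as paired 150 bp Illumina reads and ran a differential expression analysis. The labels state no aligner, counting tool, genome build or strandness, and name no batch. The deposited values were of 2 units. The deposited counts are whole numbers of reads per Ensembl gene, without normalization, for 54838 genes. The FPKM values deposited by the authors are fragments scaled to gene length and to the library total; dividing counts by FPKM and by each library's total gave a constant length per gene. That length equalled the mean transcript length of GENCODE M21 in 97.8% of 34180 genes, and 96.4% of the 18245 with several transcripts, and 54809 gene identifiers were in that annotation. Symbols and coordinates therefore come from GENCODE M21, on the mouse build GRCm38, which the files themselves do not name.

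Groups came from the sample labels. Each library came from another mouse, and replicate numbers follow the order of the accessions. Of all genes, 34196 had a count in at least 1 library, and edgeR's filterByExpr with the 4 groups kept 18214. Library totals, between 31275146 and 43003968 counts, were scaled with TMM factors, and levels are given as CPM (counts per 1e6 counts). A gene with 3 counts or fewer in every library of a group was taken as at the floor, and folds against such a group were computed against 3 counts. Over 24 pairs of libraries of a group, the chi-square per degree of freedom was at least 29.5, so no library was a copy of another.

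The counts were tested with the robust quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with 1 model for all 16 libraries and a mean per group. The contrasts were GOF against control in females and in males, males against females in controls and in GOF, and the interaction of sex and genotype. P-values were adjusted by Benjamini-Hochberg over all tested genes with a threshold of 0.05, and for list members also over the list alone. Standard errors were computed from the fold change and its F statistic. Lists were tested with camera in limma 3.58.1, with a preset correlation of 0.01 on log2 CPM with a prior count of 2, adjusted over 12 lists per contrast: WNT targets, zona glomerulosa, zona fasciculata, X-zone, shared steroidogenic, cell cycle, capsule, medulla, macrophage, endothelium, sex hormone receptors and adipocyte. Single members of the sex hormone receptor list are not reported here. A list of 6 kidney genes was also fixed, but too few of these passed the filter for a test; all 6 are in a longer kidney list. Means of library properties were compared by 2-sided exact permutation tests. Principal components used the 1000 most variable genes on log2 CPM.

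Lists, contrasts, alternatives and the rule for named genes were written before the data were examined. The rule took, per contrast, the 5 highest and 5 lowest log2 fold changes among genes past the threshold, with a mean of at least 1 CPM in a group compared, a symbol that is not a clone name, and no overlap between the groups; Xist and genes of chromosome Y were left to the label check. The interaction had no overlap condition. Members of the fixed lists were named as well, some of them after their values were seen. Chosen after the data were seen were 8 further marker lists: liver, kidney tubule, skeletal muscle, erythroid, mast cell, eosinophil, megakaryocyte and a second medulla list.

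The alternatives were DESeq2 1.42.0 with its own size factors, RLE or upper-quartile factors in edgeR, no filter, at least 10 counts in every library, only the groups compared, limma on log2 FPKM with a pseudocount of 1 or 0.1 (mean FPKM of at least 0.5, or no filter), voom with sample quality weights, the range of the animal numbers as a covariate, each library left out in turn, a threshold of 1 on the absolute log2 fold change, and for lists fry and camera with estimated correlation. Leaving out female control 1 and male control 2 together was added after seeing the data.

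The scripts were tested on simulated data. Counts for 18214 genes, with 200 of them changed, gave back 76% of the changed genes, and 84% of those changed 4-fold; 3.8% of the calls were unchanged genes, and fitted changes had a median ratio of 0.997 to those set. For the interaction 54% were recovered. With no gene changed there were 0 gene calls and at most 1 list per contrast. Raising the cell cycle list 2-fold called 1 list. Simulated changes lay in female GOF alone, as many up as down, and genes were drawn independently of one another. The simulation therefore does not test scaling when 39.6% of genes are called, as in females, or list calls when genes correlate. Tables and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.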

Results

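Messenger RNA levels were measured by bulk RNA sequencing in adrenal glands of mice aged 4 weeks, on a mixed genetic background. The 16 libraries, each from another mouse, formed 4 groups of 4: female control, female Rspo1 gain-of-function (GOF), male control and male GOF. Rspo1 encodes R-spondin 1, a secreted protein that strengthens WNT signalling. The study asked how sex shapes gene expression in control and GOF adrenals. Library totals ran from 31275146 counts in male GOF 4 to 43003968 in female GOF 2, over 54838 genes, of which 34196 had a count in at least 1 library and 18214 were tested. Among 12 comparisons of library properties by 2-sided exact permutation tests, those of the totals gave p of 0.543 to 1. The mitochondrial share of counts was 2.41% ± 0.488 in female GOF against 3.97% ± 0.400 in female controls, and 3.27% ± 0.412 in male GOF against 4.58% ± 0.524 in male controls (SD, n = 4). Each difference had an exact permutation p of 0.0286, the smallest that 4 against 4 libraries allow. The adjusted value was 0.172 over the 12 tests, so neither passed the correction. A p at that floor passes only if most of the 12 tests reach it, so this failure says little. GOF and control libraries did not overlap: at most 2.93% against at least 3.55% in females, and at most 3.77% against at least 4.095% in males.

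The labels were checked first with the targeted gene and with sex-linked transcripts. Rspo1 (ENSMUSG00000028871, chromosome 4, 124986430 to 125009099, GRCm38 with GENCODE M21 annotation, protein-coding) reached 458 ± 80.2 CPM (counts per 1e6 counts) in female GOF against 14.8 ± 17.4 in female controls, and 805 ± 201 in male GOF against 30.5 ± 12.6 in male controls (SD, n = 4). The log2 fold change was 4.94 ± 0.658 (SE) in females, with an adjusted p of 6.11e-05, and 4.72 ± 0.649 in males, with an adjusted p of 6.5e-05, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The female control mean rested on female control 1, at 40.6 CPM; without it the mean of Rspo1 was 6.26 ± 3.28 CPM (n = 3) and the log2 fold change 6.15, the largest move among the alternatives tried. Xist had 10846 counts or more in every female library and 23 or fewer in every male library. Ddx3y had 0 counts in the 8 female libraries and 4650 to 6614 in the males. All 16 libraries lay on the side of their labelled sex and genotype.

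**Figure D1:**
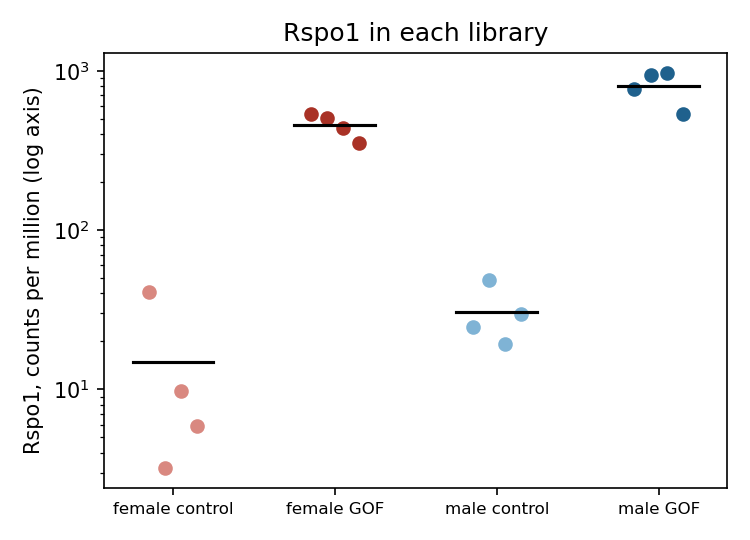
Rspo1 in each of the 16 libraries, in CPM on a log axis; points are libraries and bars are group means (n = 4). The GOF libraries lie between 354 and 972 CPM and the controls between 3.20 and 48.2 CPM.

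The main axes of variation were then examined over the 1000 most variable genes. The first principal component held 51.3% of the variance and parted controls from GOF, the second held 18.6% and parted the sexes, and the third held 9.41%. Male control 2 lay apart from the other male controls on the first component. Lists of marker genes written after this was seen gave a summed level of 15 liver genes of 9927 CPM in male control 2, against 70.0 CPM or less in the other libraries. Summed levels of 12 kidney tubule genes were 1348 CPM in female control 1 and 220.1 CPM in female control 3, against 4.59 CPM or less in the other 14 libraries. Of these genes, 4 of 15 and 0 of 12 reached 1 CPM in the median library. These transcripts entered the comparisons: in males 14 of the 14 liver genes tested were called lower in GOF, and in females 4 of the 4 kidney genes tested were. Between the sexes in controls, 12 liver genes were called higher and 4 kidney genes lower in males.

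**Figure D2:**
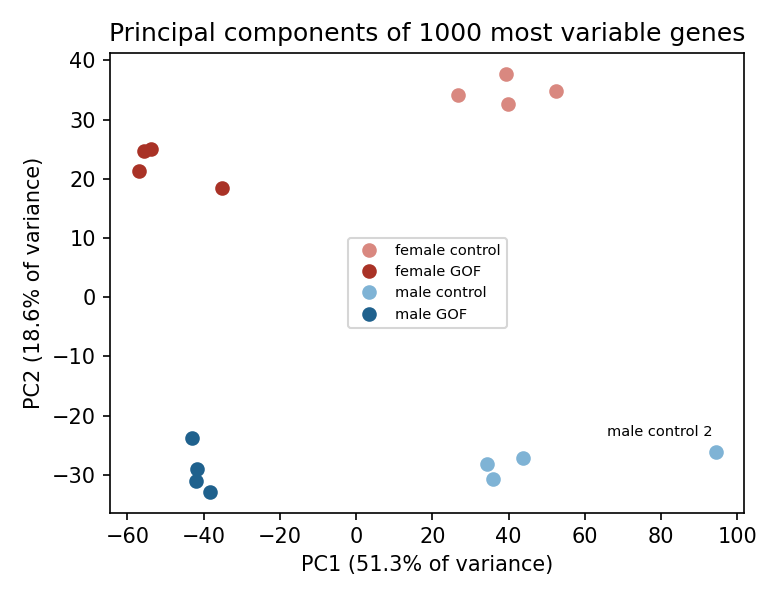
Scores of the 16 libraries on the first principal components of log2 CPM over the 1000 most variable genes; each point is a library and colours mark the groups. Controls and GOF part along the first component (51.3% of variance), the sexes along the second (18.6%), and male control 2 has the highest score on the first.

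**Figure D3:**
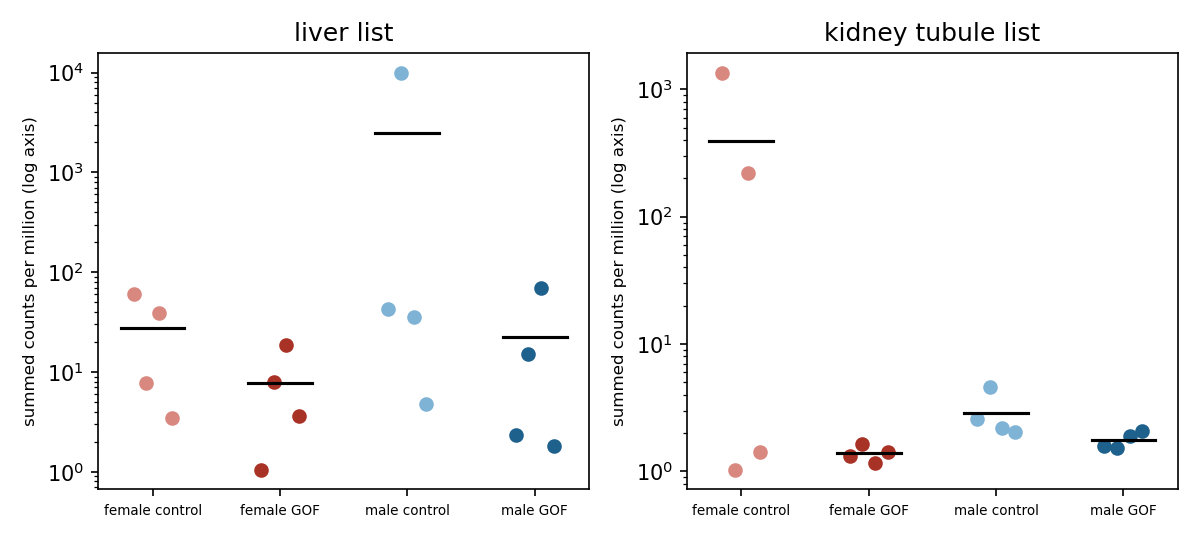
Summed CPM of 15 liver genes and 12 kidney tubule genes in each library, on log axes; points are libraries and bars group means. Male control 2 stands at 9927 CPM for liver, and female controls 1 and 3 at 1348 and 220.1 CPM for kidney.

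To find how Rspo1 GOF changed expression within each sex, GOF was compared with control in females and in males. In females 7217 of 18214 genes (39.6%) passed an adjusted p of 0.05 in edgeR's quasi-likelihood test, 3467 higher and 3750 lower in GOF. In males 6725 (36.9%) passed, 2761 higher and 3964 lower. Of these, 3121 in females and 3366 in males changed by at least 1 on the log2 scale, and most of those were lower: 2397 and 2456. This threshold on size moved the counts the most among the alternatives; leaving out 1 library at a time gave 5758 to 7280 genes in females and 5223 to 6700 in males, and the genes higher in females fell to 2135 without female control 3. Higher calls made up 48.0% in females and 41.1% in males. That split depended on scaling: it became 60.7% in females and 61.3% in males with limma on log2(FPKM + 1), and 51.2% in males with upper-quartile factors. The FPKM values placed the median gene of GOF males at 0.104 above control on the log2 scale, and with a pseudocount of 0.1 at 0.110 in females and 0.119 in males. Directions of small changes were relative to that choice. Of the 35 splits of each sex's 8 libraries into 4 and 4, 1, the real one, gave as many genes; the most in another split was 1 gene in females and 60 in males.

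Named genes with the largest changes in females were chosen by a rule set before the data were examined. The highest were Hemgn, Rspo1, Gpnmb, Gata1 and Cyp7a1, with log2 fold changes from 3.82 to 5.80. Gata1 (chromosome X, 7959260 to 7978071) rose from 0.105 ± 0.0440 to 1.57 ± 0.477 CPM (SD, n = 4), a log2 fold change of 3.86 ± 0.597 (SE) with an adjusted p of 0.000163 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Means of Hemgn and Gpnmb leaned on 1 library each: without female GOF 1, Hemgn fell from 2.26 to 1.19 CPM, and without female GOF 3, Gpnmb fell from 102 to 66.0 CPM. Among the lowest, Akr1c18 (ENSMUSG00000021214, chromosome 13, 4132615 to 4150654) went from 5412 ± 1125 CPM in female controls to 0.283 ± 0.168 in female GOF, a log2 fold change of -14.19 ± 0.730 (SE) and an adjusted p of 7.68e-08 in the same edgeR quasi-likelihood test. Akr1c18 belongs to a family of similar genes whose reads could be split by the counting. Pik3c2g (chromosome 6, 139587221 to 139969284) went from 530 ± 49.9 to 0.168 ± 0.268 CPM, or to 0.0343 CPM without female GOF 3. Calb1 had no count in any female GOF library and was at least 413-fold lower, or at least 82.2-fold without female control 1. Aadac was at least 71.1-fold lower, or 16-fold without female control 1, and lost its call in 5 of 16 fits that left out 1 library, and Fbp1 went from 29.6 CPM, or 8.47 without that library, to 0.0475 CPM, or 0.00996 without female GOF 2. All 3 were high in a library with kidney transcripts.

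In males the same rule gave Rspo1, Atp12a, Adgrd2-ps, Gabrg3 and Crym as highest, with log2 fold changes of 2.93 to 4.72. Crym (chromosome 7, 120186380 to 120202111) rose from 13.3 ± 5.13 to 101 ± 39.4 CPM (SD, n = 4), with an adjusted p of 0.000359 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Atp12a lost its call in 7 of 16 fits that left out 1 library. Adgrd2-ps is annotated as a transcribed pseudogene. The lowest were Ush1c, Acta1, Calb2, Omp and Kcnj3. Acta1, Calb2 and Kcnj3 had 3 counts or fewer in every male GOF library. Calb2 was at least 22.3-fold lower and Kcnj3 at least 24.7-fold, or 13.7-fold without male control 2. Acta1 was at least 97.4-fold lower with male control 2 and at least 3.84-fold without it. Omp stood at 9.67 CPM in male controls and at 0.699 CPM without male control 2. Ush1c stood at 12.7 CPM, or 6.61 without male control 1. Floors and intervals cover counting error only.

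The overlap of the sexes was counted next; these contrasts share no libraries. Of the genes called, 4051 passed in both sexes, 1309 of them higher in both, 2633 lower in both and 109 in opposite directions, so that 97.3% shared their direction. Another 3166 passed in females alone and 2674 in males alone, which by itself does not show a difference between the sexes. Log2 fold changes in females and males correlated across the 18214 genes with a Pearson r of 0.737 and a Spearman rho of 0.666. Genes are not independent replicates, so no p is given; r lay between 0.688 and 0.738 when 1 library was left out at a time.

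Gene lists fixed before the data were examined asked which adrenal compartments changed. By camera with a preset correlation of 0.01, 7 of the 12 lists passed an adjusted p of 0.05 in females and 6 in males. All 7 and all 6 also passed under fry, and none of them with the correlation estimated from the data, the alternative that moved these counts the most. Of the 35 splits of the same libraries, the real one included, 4 in females and 13 in males gave as many lists. Fry called 8 lists in each sex, adding the zona fasciculata in females (adjusted fry p 0.0236) and the WNT targets (0.000308) and X-zone (0.0456) in males. All 8 medulla genes, markers of the catecholamine-producing centre, were lower in both sexes, with a median log2 fold change of -3.83 in females and -4.06 in males, and 8 of 8 passed both over all genes and adjusted over the list alone. Chga (chromosome 12, 102554969 to 102565028) fell from 2284 ± 787 to 136 ± 66.0 CPM in females and from 3314 ± 574 to 181 ± 46.7 in males (SD, n = 4); its adjusted p was 2.1e-06 and 1.24e-06 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The capsule list was lower in both sexes, median -1.84 and -1.42, with 6 of 6 genes past the threshold in each sex under both adjustments. Rspo3, in that list, fell from 18.7 ± 5.74 to 1.84 ± 0.268 CPM in females and from 31.3 ± 2.81 to 3.10 ± 0.526 in males.

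The zona glomerulosa list was lower in both sexes, median -1.99 and -2.13, with 3 of 6 genes past the threshold in females (4 adjusted over the list alone) and 5 of 6 in males (5). Cyp11b2 fell from 231 ± 60.8 to 26.5 ± 10.2 CPM in females and from 250.4 ± 116 to 51.2 ± 21 in males; it shares high similarity with Cyp11b1. The macrophage list was higher, median 0.74 and 0.79, with 4 of 10 genes past the threshold in females (4 adjusted over the list alone) and 7 of 10 in males (8). Without male GOF 1 the male call was lost, at an adjusted camera p of 0.0541 (from 0.00234 over the 16 fits that left out 1 library) and a median of 0.46. The same library decided Gpnmb in males, at 112 CPM with it and 15.3 CPM without it, where the log2 fold change of 3.25 became 0.38; the call was lost in 7 of the 16 fits. The list for adipocytes, a neighbouring tissue, was lower, median -2.27 and -4.08, with 6 and 7 of 7 genes past the threshold under both adjustments. Plin1 alone changed sign in females, with the FPKM fits. The endothelium list passed in males alone, median 0.43 with 3 of 7 genes under both adjustments, and lost its call in 3 of the 16 fits, without male control 1, male GOF 1 or male GOF 4; the first gave an adjusted camera p of 0.155 (from 0.005 over the same 16 fits) and a median of 0.22. In females its median was -0.21 and 0 of 7 genes passed, 1 at an unadjusted p under 0.05.

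The cell cycle list passed in females, with a median of 1.44, all 16 genes higher and 14 past the threshold (16 adjusted over the list alone). In males its median was 0.02, or between -0.30 without male control 1 and 0.30 without male control 3, and 0 of 16 genes passed under either adjustment, and 0 at an unadjusted p under 0.05; with limma on FPKM values all 16 genes lay above control there. Mki67 rose from 31.9 ± 4.18 to 109 ± 50.6 CPM in females (SD, n = 4), with an adjusted p of 0.019 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and Mki67 lost this call in 3 of 16 fits that left out 1 library; its log2 fold change of 1.77 was 1.49 without female GOF 2. The X-zone list, after the innermost cortical zone of young mice, passed in females with 3 of 3 genes lower past the threshold under both adjustments. In males 2 of 3 passed under both, but the camera adjusted p was 0.384, and the levels of Akr1c18 and Pik3c2g in male GOF were at or under 3 counts. The zona fasciculata list did not pass in either sex, with 3 of 5 genes past the threshold in females (3 adjusted over the list alone) and 1 in males (0, with 2 at an unadjusted p under 0.05); nor did the shared steroidogenic list, with 3 of 8 in females (3) and 3 in males (4), although Nr5a1, in that list, rose by 0.82 and 1.04 on the log2 scale. The sex hormone receptor list did not pass either.

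The WNT target list did not pass by camera in either sex, and its members went both ways: 5 higher and 5 lower past the threshold in females, 3 higher and 8 lower in males, 10 and 11 of 13 in all (11 and 12 adjusted over the list alone). Axin2 (chromosome 11, 108920349 to 108950783) rose from 48.1 ± 5.23 to 78.0 ± 7.19 CPM in females and from 79.9 ± 9.11 to 161 ± 19.9 in males (SD, n = 4). Its log2 fold change was 0.70 ± 0.108 (SE), adjusted p 0.000162, in females and 1.01 ± 0.108, adjusted p 6.07e-06, in males by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Lgr5 (chromosome 10, 115450311 to 115587780) fell from 44.6 ± 13.1 to 3.45 ± 1.91 CPM in females and from 82.0 ± 11.8 to 4.85 ± 1.40 in males.

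**Figure D4:**
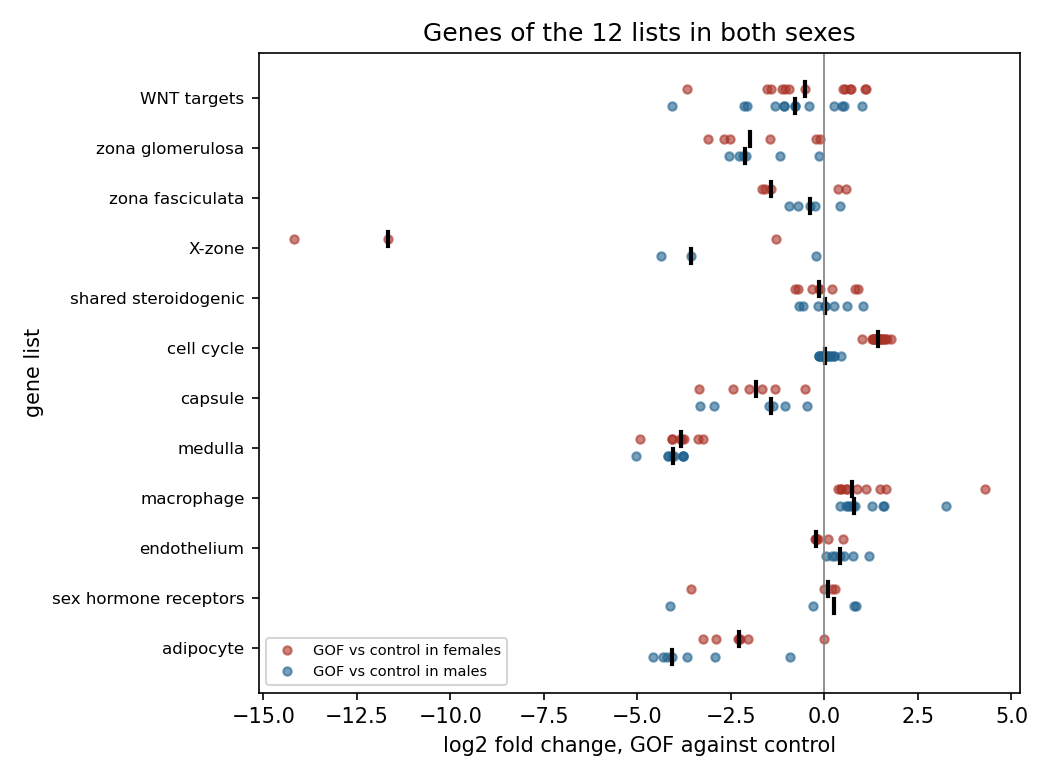
Log2 fold changes of GOF against control for the tested genes of 12 lists fixed before the data were examined; points are genes, red in females and blue in males, and black bars are list medians. Medulla genes lie below 0 in both sexes, and cell cycle genes have a median of 1.44 in females and 0.02 in males. For Akr1c18 and Pik3c2g in males the plotted values are fitted ones, since GOF was at or under 3 counts.

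To describe sex differences without the GOF genotype, male controls were compared with female controls. The test called 4267 genes, 2465 higher and 1802 lower in males, and 1405 of these changed by at least 1 on the log2 scale. The count moved most, to 1311, with the range of the animal numbers in the sample titles as a covariate; 2 of these 4 ranges hold females alone, 1 males alone, and the other 1 female of each genotype beside males. Without female control 3 it was 2657, with 1299 higher in males. Of the 35 splits of the controls, 1, the real one, gave as many genes. Of the genes called, 4084 (95.7%) were autosomal. The largest female-biased changes again included X-zone genes. Akr1c18 stood at 0.686 ± 0.777 CPM in male controls, or 0.329 without male control 2, against 5412 ± 1125 in females. Its log2 fold change was -12.94 ± 0.689 (SE), adjusted p 3.1e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Pik3c2g was at 0.487 CPM in male controls, or 0.152 without male control 2, and 530 ± 49.9 in females. Olfr877 was at least 46.4-fold, Gpc5 at least 122-fold and Hephl1 at least 201-fold lower in males. Among male-biased genes, Susd3 (chromosome 13, 49230690 to 49248706) was at 126 ± 51.5 CPM in males and 2.38 ± 1.60 in females, or 1.58 without female control 1. Eppin was at least 16.2-fold higher, or 8.12-fold without male control 4. Sult1e1 and Cited1 were also higher, the latter at 47.3 CPM, or 28.3 without male control 4, against 1.01 ± 0.340. Fxyd7 lost its call without male control 2, where its log2 fold change of 4.53 became 1.05.

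Of the lists, 5 passed between the sexes in controls. The X-zone list passed with 3 of 3 genes lower in males under both adjustments, and it was the single list that also passed with estimated correlation. The macrophage list was higher in males, median 0.96, with 6 of 10 genes (7 adjusted over the list alone). The sex hormone receptor list was lower in males, with an adjusted camera p of 0.0127. The capsule list was higher, median 0.47 with 3 of 6 genes under both adjustments, and lost its call in 4 of 16 fits that left out 1 library, with an adjusted camera p of 0.0814 without male control 4 (from 0.0141 over the 16). The cell cycle list was lower, median -0.93, or -0.64 without male control 1, but 0 of 16 genes passed under either adjustment (5 at an unadjusted p under 0.05), and it was the list of the 5 that failed under fry. Of 35 splits, the real one included, 12 gave as many lists.

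The same comparison in GOF asked whether the sexes still differed. It called 5394 genes, 2421 higher and 2973 lower in males, 1814 of them by at least 1 on the log2 scale; with upper-quartile factors the share of higher calls went from 44.9% to 55.2%. The count moved most, to 1336, with the animal number range as covariate, and 1 of 35 splits, the real one, gave as many. Sex differences passed in both genotypes for 2192 genes, 1103 higher in males in both, 1023 lower in both and 66 in opposite directions. Drd4 was at least 820-fold, or 623-fold without male GOF 3, and Eppin at least 41.4-fold higher in males. Susd3 was at 166 ± 39.1 CPM against 0.624 ± 0.282 in females, a log2 fold change of 8.06 ± 0.482 (SE), adjusted p 1.35e-07 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; Cited1 and Acan were also higher. Mgat4c (chromosome 10, 101681487 to 102391469) was at 1.62 ± 0.833 CPM in males and 484 ± 202 in females, and Akr1d1, another aldo-keto reductase, at 0.147 CPM, or 0.0435 without male GOF 2, and 1175 ± 253. Cyp2f2 was also lower, with 373 CPM in females, or 248 without female GOF 1. Lactbl1 was at least 12-fold lower, and Hephl1 at least 37.9-fold, or 9.08-fold without female GOF 2.

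In GOF, 4 lists passed between the sexes, all 4 of them under fry and none with estimated correlation; 8 of 35 splits, the real one included, gave as many. All 16 cell cycle genes were lower in males and past the threshold under both adjustments, with a median of -2.38. Mki67 was at 22.2 ± 11.1 CPM in males and 109 ± 50.6 in females (SD, n = 4). The endothelium list was higher in males, median 0.63 with 6 of 7 genes under both adjustments, the capsule list, median 0.69 with 4 of 6 genes (5 adjusted over the list alone), and the macrophage list, median 0.92 with 5 of 10 (7). The macrophage call was lost in 2 of the 16 fits, without female GOF 1 or male GOF 1; the latter gave an adjusted camera p of 0.0716 (from 0.00308 over the 16 fits); Gpnmb, 1 of its genes, changed sign with the FPKM fits.

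Whether the GOF effect itself differed between the sexes was tested by the interaction of sex and genotype. It called 766 genes, 290 with a higher and 476 with a lower effect in males, and 381 of them by at least 1 on the log2 scale. Of the 766, 563 passed in 1 sex alone and 203 in both, and in 458 the effects had opposite signs. This count moved most with voom and sample quality weights, to 1516, and leaving out 1 library at a time gave 359, without female control 3 (175 of them lower), to 960, without male GOF 2. Higher effects were fewest, 178, without male GOF 4. Higher effects made up 37.9% of the calls, 48.5% with DESeq2-style size factors in edgeR, 62.6% with upper-quartile factors and 48.9% with limma on log2(FPKM + 1). Among 100 draws of the genotype labels within each sex, the real one included, 5 gave as many calls; with the sex and genotype effects removed first, 1 of 100 orders of the residuals, the real one, gave as many by limma.

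Wnt4 (chromosome 4, 137277489 to 137299726) rose with GOF in females, from 349 ± 32.6 to 563 ± 152 CPM, and fell in males, from 343 ± 57.1 to 197 ± 43.1 (SD, n = 4; interaction -1.49 ± 0.260 (SE), adjusted p 0.00593 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cdh13 (chromosome 8, 118283733 to 119324921) rose from 7.42 ± 1.65 to 33.4 ± 10.1 CPM in females and fell from 12.5 ± 4.65 to 1.497 ± 0.210 in males, with an interaction of -5.23 ± 0.400 and an adjusted p of 1.19e-05 in that edgeR quasi-likelihood test. Mgat4c rose from 59.9 ± 32.8 to 484 ± 202 CPM in females and fell from 17.1 ± 2.47 to 1.62 ± 0.833 in males (adjusted p 0.00019, same edgeR quasi-likelihood test). Tpsab1 and Tpsb2, neighbouring paralogs, and Hemgn completed the 5 most negative. Hemgn lost its call in 11 and Tpsab1 in 5 of the 16 fits that left out 1 library. The 5 most positive were Akr1c18, Olfr877, Gpc5, Car12 and the pseudogene Mgam2-ps. Of these, all but Car12 had a group at or under 3 counts, so no size is given. Car12 rested on female control 1, with 16.1 CPM in female controls and 3.17 without it, and lost its call in 12 of the 16 fits, that one included. Akr1c18 lost its call in 5 of the 16 fits.

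Of the lists, 5 passed in the interaction, 3 of them under fry and 1, the X-zone list, with estimated correlation; 32 of 100 draws, the real one included, gave as many. The X-zone list had 2 of 3 genes past the threshold under both adjustments; Akr1c18 and Pik3c2g were under 1 CPM in male controls already, so males had no room for a fall like that in females. Thrb, the other gene of the list, fell from 195 ± 25.7 to 78.6 ± 24.1 CPM in females and stood at 35.4 ± 2.90 and 30.4 ± 3.96 in males (SD, n = 4), with an interaction of 1.09; this call was lost in 3 of the 16 fits. The WNT targets had a median of -0.40, or -0.23 without male GOF 3, with 2 of 13 genes (3 adjusted over the list alone), and lost the call in 4 of the 16 fits, at an adjusted camera p of 0.0617 without female control 2 (from 0.00597 over the 16). The adipocyte list had a median of -1.83 with 4 of 7 genes (5). The cell cycle list, median -1.43, and the endothelium list, median 0.64, had 0 genes past the threshold under either adjustment (7 and 3 at an unadjusted p under 0.05), and these 2 failed under fry. In the adipocyte list, Lep and Ucp1 changed sign under other scalings. For the medulla list the interaction median was -0.12, or between -0.43 without female control 2 and 0.29 without female GOF 2, with 0 of 8 genes past the threshold under either adjustment, and 0 at an unadjusted p under 0.05.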

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

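Of the tests in this part, those of the marker lists (with the 80% share of a list's genes taken as most of it), gene counts under other splits of the libraries, carry-over, mislabelling, animal number ranges, medulla and tissue shares, Gata1, and mast cells were chosen only after the result was seen. A library far from the other 3 of its group was found in 19 of 214 group values; chance gives about 1 in 20, here 10.7, so single cases weigh little.

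The effect of GOF differed between the sexes in 766 genes by the interaction test. Among 100 draws of the genotype labels, the real one included, 5 gave as many, and 4 of these 5 had the labels of 1 sex mostly swapped, which turns shared GOF effects into an interaction; 13 draws were of that kind. With the sex and genotype effects removed first, 1 of 100 orders of the residuals, the real one, gave as many calls (810 by limma, at most 38 in another order). Depth as the cause is argued against by 705 calls, 672 of them shared, after all libraries were thinned to the lowest total. GC content and length trends are argued against by 668 calls and 5 lists that remained after a correction for them. The correction moved values by up to 1.68 on the log2 scale, but by a median of 0.0372. Without the 33 most abundant and mitochondrial genes there were 696 calls. Leaving out female control 1 and male control 2, the libraries highest in kidney and liver transcripts, gave 424, but 10 of the 15 other pairs of controls gave as few. Some of these pairs held 1 of these libraries or female control 3, which also carried kidney transcripts. Pairs free of all of them gave 334 and 298 (female control 2 or 4 with male control 3) and 423 and 397 (with male control 4). With male control 1 they gave 608 and 629. A fall to 424 is therefore not special to those transcripts. Mislabelled libraries are argued against by Rspo1, 7.33-fold higher in the lowest GOF library than in the highest control. With the animal number range as a covariate 398 calls were kept. For the 368 lost, an effect of the range and the lower power of a model with more terms cannot be told apart. Chance as the cause of the count is argued against by the orders of the residuals. A biological difference between the sexes stays open, as untested.

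Genes of this kind among those named, with their adjusted p in the interaction by edgeR's quasi-likelihood test, were Akr1c18 0.0292, Olfr877 0.00498, Gpc5 0.00336, Car12 0.0359, Mgam2-ps 0.00124, Mgat4c 0.00019, Hemgn 0.0446, Tpsab1 0.029, Tpsb2 0.00622 and Cdh13 1.19e-05 among the largest. Among list members were Wnt4 0.00593, Thrb 0.0263, Dab2 0.0224, Tnfrsf19 0.0433, Abcb1b 0.0314 and Adipoq 0.0191. Over the 16 fits that left out 1 library, Tnfrsf19 lost its call in 13, Car12 in 12, Hemgn in 11, Abcb1b in 7, Akr1c18 and Tpsab1 in 5 each, Thrb and Dab2 in 3 each and Adipoq in 1. Mgam2-ps is a pseudogene and Akr1c18 has close paralogs, and reads shared with these were not tested.

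The lists whose GOF effect differed between the sexes by camera were the WNT targets (adjusted p 0.0253), X-zone (4.08e-07), cell cycle (0.00689), endothelium (0.00342) and adipocyte (0.00689). As many lists came up in 32 of the 100 draws of labels, the real one included. The number of lists is thus no more than these draws gave. The draws are not free of real effects, since 13 had the labels of 1 sex mostly swapped. Such a swap turns shared GOF effects into an interaction, and how many of the 32 were of that kind was not counted. The counts of lists in the other contrasts were also matched by other splits. With the real split included, as many came up in 4 of 35 for GOF in females and 13 of 35 in males. For sex they came up in 12 of 35 in controls and 8 of 35 in GOF. Some of these splits keep most of each real group together, so part of the real effect remains in them. The X-zone list passed with estimated correlation too, but Akr1c18 and Pik3c2g stood at 0.686 and 0.487 CPM in male controls, so for these 2 genes a fall like that in females was not possible in males. This does not hold for Thrb, the other gene of the list, at 35.4 CPM in male controls.

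Mast cell genes moved apart between the sexes. For Tpsab1 and Tpsb2, reads shared between these paralogs as the whole cause are argued against by 3 of 5 other tested mast cell genes with a negative interaction past the threshold. A change in mast cell number that differs between the sexes may explain the pattern, with a median interaction of -3.42 over those 5 genes. The 1 of the 5 that went the other way past the threshold was Hdc. It stood at 37.8 to 65.1 CPM in female controls and at 3.54 to 11 CPM in every other library. Mcpt4 stood at 0.998 to 1.65 CPM in female controls, so Hdc did not follow it and says little about mast cells here. Levels in whole glands do not tell a change in number from one in gene regulation.

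Male control 2 stood apart in Acta1 (34.26 CPM, others up to 0.495), Omp (36.57, others up to 0.924) and Fxyd7 (21.92, others up to 0.708). This library carried liver transcripts: 15 of 15 liver genes were at 10 times or more of the highest other library. Liver tissue in the sample may be the source. Read carry-over from another of the 16 libraries is argued against, since the highest Alb in any other was 33.6 CPM, against 5860 in male control 2. Skeletal muscle tissue is open, with 5 of 10 muscle genes that far apart; Ckm, at 4.51 CPM, was not among them. No list covered Omp or Fxyd7, and no biological explanation was tested for them. Some genes of the second medulla list were also highest in male control 2. They included Stmn2 at 258 CPM (others up to 35.9), Snap25 at 164 (up to 58.7) and Chrna3 at 120 (up to 39). Resp18, at 28.5 CPM (up to 34.3), and Scg2, at 1490 (up to 1910), were not. The source of these transcripts was not tested.

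Female control 1 stood apart in Calb1 (126 CPM, others 0.4196 to 21.15), Car12 (54.79, others 0.1468 to 8.773) and Susd3 (4.77, others up to 1.60). Kidney tubule genes, outside the comparisons planned, summed to 1348 CPM in this library and 220.1 in female control 3, against 4.594 or less elsewhere. Kidney tissue in the sample may be the source in female control 1, where 11 of 12 kidney genes were at 10 times or more of the highest of the other 14 libraries. In female control 3, 9 of 12 were, short of 80% of the list, so there it and another source cannot be told apart. Uniform carry-over from female control 1 into female control 3 is argued against by a chi-square of 1230 on 11 degrees of freedom, with ratios of 0.0928 to 2.39 between genes. That chi-square covers counting error only.

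Other libraries apart were female GOF 2 in total counts (43 in units of 1e6, others 33.8 to 34.62), which thinning to 705 calls addresses. Male control 1 stood apart in the mean log2 CPM of the zona fasciculata list (10.71, others 9.664 to 9.766) and of the shared steroidogenic list (12.01, others 11.43 to 11.52), and female control 2 in the medulla list (8.741, others 7.777 to 7.825) and Chga (3452 CPM, others 1787 to 2052). Single genes in CPM were Pik3c2g 0.5675 and Susd3 1.045 in female GOF 3, Adgrd2-ps 0.2175 in male control 4, Gpc5 0.651 in male GOF 3, Tpsab1 1.793 in male control 3, Tpsb2 0.6858 in male GOF 2, Gpnmb 403.4 in male GOF 1 (others 8.887 to 27.03) and Nr5a1 1572 in female control 4 (others 835.9 to 903.8). No technical or biological explanation was tested for these single libraries, and differing dissection of the gland is untested.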

How the results depend on the processing

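The settings here were planned before the data were examined, except the fit without female control 1 and male control 2, chosen after seeing the data. The tests of gene counts under other splits, and of calls kept and lost with the animal number range, were chosen only after the result was seen. No paired analysis was possible because each library is another mouse and replicate numbers give only the order of the accessions.

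For the 81 results on named genes covered here, 0 reversed. Under other settings 83 of 900 values no longer passed the threshold, and 83 of 1296 with 1 library left out, over 14 results. Some list members lie outside these 81 and did change sign under other settings. These were Plin1 in females, Gpnmb between the sexes in GOF, and Lep and Ucp1 in the interaction. The real split alone gave as many genes for the 4 contrasts between groups, 1 of 35 splits each.

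Requiring an absolute log2 fold change of at least 1, which by construction keeps fewer genes, gave 3121 in females (724 higher, 2397 lower), 3366 in males (910, 2456), 1405 for sex in controls (832, 573), 1814 for sex in GOF (1015, 799) and 381 for the interaction (184, 197). With the animal number range as covariate, sex in controls gave 1311 (630, 681), sex in GOF 1336 (610, 726) and the interaction 442 (188, 254). Calls kept and lost were 1240 and 3027 for sex in controls, 1300 and 4094 in GOF. For both, range and sex cannot be told apart: 3 of the 4 ranges hold 1 sex, and the other holds 1 female control, female control 1 with its kidney transcripts, and 1 female GOF.

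The interaction gave 1434 genes with DESeq2 (631, 803), 1516 with voom and sample weights (521, 995), 408 with no filter (189 lower), 470 with FPKM + 1 and no filter (201 lower), and 424 without female control 1 and male control 2 (204 lower). Lower calls were 232 with upper-quartile factors and 303 with at least 10 counts in every library. Of the 766 genes, 764 were shared with DESeq2, 734 with voom, 522 with upper-quartile factors, 401 without a filter and 372 without the 2 libraries. In males, higher calls were 4191 with FPKM + 1, 4155 with FPKM + 0.1, 4456 with FPKM + 1 and no filter, and 1728 without the 2 libraries. For sex in controls, higher calls were 1452 with no filter, 1609 with only the groups compared and 1547 without the 2 libraries. Fewer libraries are part of the last setting's construction; for the others the cause was not tested.

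The share of higher calls moved with scaling, filter and libraries used, and the cause was not tested. In males 41.1% became 60.8% with FPKM + 0.1 and 58.6% with no FPKM filter. In females 48.0% became 59.6% with FPKM + 0.1. There it fell to 38.6% with no filter, 41.4% with only the groups compared, 41.5% with at least 10 counts and 42.7% with upper-quartile factors. For sex in controls 57.8% became 47.6% with no filter and 47.0% with only the groups compared. In the interaction 37.9% became 53.7% with no filter and 52.3% with at least 10 counts. The interaction share was 48.5% and 57.2% with the 2 other FPKM fits and 51.9% without the 2 libraries.

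Lists past the threshold with estimated correlation were 0, 0, 1, 0 and 1 in the 5 contrasts, females first and interaction last; fry gave 8, 8, 6, 8 and 3. The cause was not tested.

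Over the 16 fits that each left out 1 library, counts ran from 5758 to 7280 in females (higher 2135 to 3481, lower 3257 to 4121), 5223 to 6700 in males (1927 to 2758, 3279 to 4097), 2657 to 4840 for sex in controls (1299 to 2836, 1358 to 2004), 4331 to 5612 in GOF (1904 to 2649, 2387 to 2995) and 359 to 960 for the interaction (178 to 401, 175 to 597). The lowest came without female control 3 in females, sex in controls and the interaction, without male control 2 in males and without female GOF 4 for sex in GOF. Lists ran from 7 to 7, 4 to 6, 4 to 5, 3 to 6 and 4 to 6, and the correlation of the sexes from 0.6883 to 0.738.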

Other observations

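All tests in this part were chosen only after the result was seen, apart from the prediction on X-linked expression.

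The medulla list was lower in GOF in both sexes. The endothelium list level minus the medulla list level rose by 3.93 in females, from -1.69 ± 0.474 to 2.24 ± 0.804. In males it rose by 4.65, from -2.28 ± 0.594 to 2.38 ± 0.326 (SD, n = 4). Each rise had an exact permutation p of 0.0286, the smallest possible. A larger cortex that lowers every other cell type alike, endothelium included, is therefore argued against. A larger cortex that brings its own endothelium and dilutes other cell types is not excluded by this. The capsule and adipocyte lists were lower too, with medians of -1.84 and -2.27 in females and -1.42 and -4.08 in males. The macrophage list was higher, with medians of 0.74 and 0.79. A lower share of medulla cells may explain the lower medulla list. Of a second medulla list, 14 of 14 genes were lower past the threshold in both sexes, with medians of -3.31 and -4.12. All 14 reached 1 CPM in the median library. Male control 2 stood apart in some of them, with Stmn2 at 258 CPM. The other male controls held 26.8 to 35.9 CPM of Stmn2, against 1.4 to 2.6 in male GOF. Whether medulla was lost in dissection or in the animals was not tested.

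Gata1 was higher in GOF in both sexes, 0.105 to 1.57 CPM in females and 1.58 to 8.99 CPM in males. Erythroid cells, megakaryocytes and mast cells as the source in both sexes are argued against by their lists in males. The erythroid list had a median of -0.981 there, with 3 of 8 genes lower past the threshold. The megakaryocyte list had a median of -0.166 (4 genes tested) and the mast cell list -3.18 (7 genes tested). In females 3 erythroid genes were higher past the threshold. The mast cell list had a median of 1.45 in females, with 3 genes higher and 1 lower past the threshold. For females alone, these 2 cell types are therefore not argued against. In the erythroid, megakaryocyte and mast cell lists 6 of 8, 3 of 6 and 6 of 9 genes reached 1 CPM in the median library. Eosinophils cannot be decided, since 0 of their 5 genes passed the filter and 0 reached 1 CPM in the median library. The level of Gata1 relative to these genes in eosinophils was not measured either. Their summed level changed by 0.295 CPM in males (0.426 ± 0.155 to 0.721 ± 0.556, or 0.447 without male GOF 2). In females it changed by -0.338 CPM, with 1.967 CPM in female control 1 against 0.6133 or less in the other female controls. Gata1 rose by 7.41 CPM in males and 1.46 CPM in females. The exact permutation p of the eosinophil sums was 0.486 in males and 0.6 in females. Expression in adrenal cells is an untested hypothesis.

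Rspo1 reads in control libraries may come from the gene itself. The lowest control count was 0.255% of the highest GOF count. Carry-over from male libraries at that rate would have given at least 11.9 Ddx3y reads per female library, where 0 were found. This does not cover carry-over from female GOF libraries, which hold no Ddx3y reads, or carry-over into male controls. For those, carry-over stays open.

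Xist was higher in female GOF than in female controls, 972 ± 221 against 474 ± 145 CPM (SD, n = 4). The median of X-linked minus autosomal genes fell from -0.0803 to -0.184 in females, with an exact permutation p of 0.0286, the smallest possible, but also from -0.0812 to -0.33 in males, who have next to no Xist. A link of X-linked levels to Xist therefore cannot be told apart from an effect of GOF shared by both sexes.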
